A study of Mus musculus with 16 samples. Its data were reported in "Prevention of Cholestatic Liver Disease Through BCL6-FXR Enterohepatic Crosstalk" (2025).

How the data were processed

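RNA sequencing was performed on terminal ileum of 16 mice, 4 each of male WT (Bcl6fl/fl), male LKO (Bcl6LKO), female WT and female LKO. Groups and replicate numbers were taken from the sample titles, which name the sex, the genotype and the replicate. The authors prepared stranded mRNA libraries and sequenced them as single-end reads. They aligned the reads to mm10 with STAR 2.5.2, keeping reads with a single mapping position and few mismatches. They then counted reads over the exons of each gene with HOMER, with 1 RefSeq transcript kept per gene and no adjustment for library size, so the deposited values are raw whole-number counts per gene. The authors tested these counts with DESeq2. Neither the strand option of the counting nor the annotation version was stated. The counts behaved as strand-specific: in females Xist averaged 456.9 CPM and the overlapping antisense gene Tsix 0.445 CPM. Because reads with several mapping positions were dropped, genes with near-identical copies, such as the alpha-defensins, lose reads and their counts are uncertain.

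The table held 24940 genes, of which 410 are annotated at several positions and 4426 had 0 counts in every library. The genes' counts summed to between 15.7 and 20.5 M in 15 libraries and to 60.3 M in female LKO replicate 1, which is 81.6% to 83.4% of the tags per library that the deposited table states. Every per-sample column was used. The 10 genes with the most counts took 6.49% to 9.68% of a library. Coordinates are those of the deposited table on mm10. They are the whole annotated interval of a gene, and the counts cover its exons, untranslated regions included. The starts were taken as counted from 1, since 15749 of the 24297 symbols found in the RefSeq annotation of the same assembly had an identical start and 9 had a start lower by 1.

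Differential expression was tested in R 4.3.3 with the quasi-likelihood F-test of edgeR 4.0.16 (robust dispersion and quasi-likelihood fits). Library sizes were scaled by trimmed mean of M-values (TMM), genes with low counts were removed with filterByExpr by group, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Two-group comparisons were fitted on the 8 libraries compared. The interaction and the both-sexes effect were fitted on all 16 libraries, the latter with sex as a covariate. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values are scaled by TMM. The quasi-likelihood method is the default of the installed version. This default was settled after the counts under it and under the newer method of the same tool had been seen, and the newer method is treated as an alternative.

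The rule for the genes named was set before the data were examined. For each comparison of 2 groups it took, among genes with an adjusted p below 0.05, a mean of at least 1 CPM and groups without overlap, up to 5 higher and 5 lower genes with the largest log2 fold change. For the both-sexes effect it took the 5 smallest p-values among genes past the threshold with a mean of at least 1 CPM. The FXR panel, Bcl6, Xist and Ddx3y were always named. Of the genes that the rule picked, 1 is not reported here. Scd2, Cd79a, Cd74 and the members of lists added later were chosen after their values were seen. Non-overlap alone is weak: 448 of the 15169 genes tested in males and 966 of the 15298 tested in females had groups without overlap, where chance gives 2.86%.

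The FXR target score of an animal was the mean of log2 CPM (prior count 2) of 5 genes. It was tested by exact two-sided permutation of genotype within a sex (70 relabellings, smallest p 0.0286) and, for the difference between the sexes, over all 4900 combinations. The 14 gene lists were written from general knowledge of pathways and cell types before the data were examined. The lists for fat digestion and absorption, PPAR signalling, TNF signalling and glycine, serine and one-carbon metabolism follow pathways that the study named from these libraries, so their tests are not independent evidence. Lists were tested with camera in limma 3.58.1 at a correlation of 0.01, with fry and an estimated correlation as alternatives.

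The comparison of the genotypes within each sex was tested on simulated counts drawn for the real genes with 200 changed genes, in 10 simulations per sex. The changed genes all had an absolute log2 fold change of at least 1 and were taken from the better expressed genes. Most genotype effects named below are smaller, so the shares recovered do not give the power for them. The interaction, the both-sexes effect and the sex differences were not simulated in this way. edgeR recovered 98.8% of the changed genes among 15169 genes in the male design and 98.1% among 15298 in the female design. False calls were 6.57% and 6.88% of its calls, and no call had the wrong sign. DESeq2 1.42.0 recovered 99.4% and 99.2%, with 11.5% and 15.1% false calls.

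The alternatives fixed before the data were examined were DESeq2, scaling by relative log expression (RLE) and by upper quartile, no filter or at least 10 counts in every sample, the non-robust fit, an added absolute log2 fold change of at least 1, the replicate number as a block, the title number as a covariate, a fit on all 16 samples, and leaving out each animal in turn. For scores they were z-scores, a prior count of 0.5 and leaving out Fgf15 or Nr0b2. Further alternatives were chosen after seeing the data: the newer quasi-likelihood method, female LKO replicate 1 thinned to the median depth of the other 15 libraries, the B-cell follicle score as a covariate, and the set of neighbouring title numbers as a factor. Liver and protein measurements of the study were not analysed here.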

Results

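Poly(A) RNA was sequenced from the terminal ileum of 16 mice, and the measurement was the number of reads assigned to the exons of each gene. Bcl6fl/fl mice carry loxP-flanked copies of Bcl6, the gene of the transcriptional repressor BCL6, and were the controls (WT). Bcl6LKO mice (LKO) also carried Cre recombinase under the albumin promoter, which deletes Bcl6 in hepatocytes. The samples formed 4 groups of 4 animals: male WT, male LKO, female WT and female LKO. The gene counts of 15 libraries lay between 15.7 and 20.5 M (M, mega). Female LKO replicate 1 was deeper, with 60.3 M. The median over the 16 libraries was 18.1 M, and between 17921 and 19186 of the 24940 genes had at least 1 count. At these depths 3 counts, the upper limit that a count of 0 allows, equalled between 0.0497 and 0.191 counts per M (CPM), and this limit covers counting error only. Replicates of a group differed by more than sampling noise in all 24 pairs, with a chi-square per degree of freedom between 8.84 and 29.4. This compares with counting noise alone, so it cannot tell separate animals from separate preparations of 1 animal. Every library was counted as a separate animal on the basis of the sample titles, each of which carries its own number. In a principal component analysis the first component held 26.8% of the variance and separated all males from all females, with male WT replicate 2 closest to the females. The second component held 11.8%.

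The targeted gene and the sex-linked genes were examined first. Bcl6 (NM_001348026, chromosome 16, 23965050 to 23981283, mm10) is intact in the intestine of both genotypes by design. Its ileal count sums all exons, so it can show a loss of the whole transcript there. It cannot exclude a deletion of the loxP-flanked part alone, and it does not check the deletion in liver. In males, Bcl6 stood at 15.9 ± 1.61 CPM in WT and 18.9 ± 2.05 CPM in LKO (SD, n = 4 each), with single libraries between 14.03 and 17.91 CPM in WT and between 17.2 and 21.9 CPM in LKO. In females it stood at 12.1 ± 2.92 CPM in WT and 20.7 ± 5.02 CPM in LKO (SD, n = 4 each), with single libraries between 9.24 and 15.1 CPM in WT and between 15.2 and 26.1 CPM in LKO. No library lost the transcript, and the highest WT library lay just under the lowest LKO library in females. The log2 fold change was 0.26 (SE 0.11) in males and 0.77 (SE 0.21) in females, and neither passed over all genes under edgeR (adjusted p 0.879 and 0.285). The DESeq2 adjusted p was 0.895 in males and 0.0198 in females. Xist (chromosome X, 103460373 to 103483233), which is transcribed from the inactive X chromosome, ranged from 368.5 to 533 CPM in the 8 females and reached at most 0.281 CPM in the 8 males. Ddx3y (chromosome Y, 1260715 to 1286613) ranged from 23.7 to 33.9 CPM in males and had 0 counts in every female library. The sexes recorded in the labels matched both genes in all 16 libraries.

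The first comparison asked whether loss of hepatic Bcl6 changes bile acid signalling in the ileum, read from targets of the farnesoid X receptor (FXR), a nuclear receptor activated by bile acids. The panel was fixed before the data were examined and held Fgf15, Nr0b2 (Shp), Slc51a (Osta), Slc51b (Ostb), Fabp6 (Ibabp), the receptor gene Nr1h4 (Fxr) and Bcl6. In males, Fgf15 (NM_008003, chromosome 7, 144896532 to 144900951), which encodes a hormone that represses bile acid synthesis in the liver, rose from 6.08 ± 6.91 CPM in WT to 37.6 ± 12.1 CPM in LKO (SD, n = 4 each). This was a 6.47-fold difference with a log2 fold change of 2.69 (SE 0.73), and the lowest LKO library (27.05 CPM) exceeded the highest WT library (16.3 CPM). That library, male WT replicate 2, raised the WT mean, and without it the log2 fold change of Fgf15 was 3.83. Fabp6 (NM_008375, chromosome 11, 43596040 to 43601562), the ileal bile acid-binding protein, rose from 3048 ± 409 to 3954 ± 171 CPM, a log2 fold change of 0.38 (SE 0.086). Slc51b (NM_178933, chromosome 9, 65412753 to 65422773), a subunit of the basolateral bile acid exporter, rose from 248 ± 27.1 to 308 ± 31.5 CPM, a log2 fold change of 0.32 (SE 0.092). For its partner Slc51a (chromosome 16, 32475578 to 32487879) the log2 fold change was 0.28 (SE 0.12), and for Nr1h4 (chromosome 10, 89454234 to 89533622) it was 0.05 (SE 0.093). Nr0b2 (chromosome 4, 133553376 to 133556686) had at most 1 count in any male library and was too low to test in either sex. Over all genes tested, none of the 6 tested panel genes passed an edgeR adjusted p of 0.05 in males, and the values for Fgf15, Fabp6 and Slc51b were 0.657, 0.177 and 0.457. Under DESeq2, Fabp6 alone of the 6 passed over all genes in males (adjusted p 0.0133), and it passed in 3 of 19 alternative fits. Adjusted over the list alone, 5 of the 6 passed (Fgf15 0.0189, Fabp6 0.00278, Slc51b 0.00967, and Slc51a and Bcl6 0.0367 each, edgeR with Benjamini-Hochberg adjustment). The study had measured these genes in the ileum of the same mouse lines, so the smaller correction is not independent evidence.

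In females, the mean of Fgf15 was 35.6 ± 30.3 CPM in WT and 66.2 ± 20.3 CPM in LKO (SD, n = 4 each). The log2 fold change was 0.89 (SE 0.79, unadjusted edgeR p 0.298), which is within the spread of the WT animals, whose single values ran from 2.69 to 72.9 CPM. With 1 female left out it lay between 0.50 (without female WT replicate 3) and 1.515 (without female WT replicate 2). Fabp6 fell by 0.10 on the log2 scale (SE 0.14), a difference smaller than the replicate error, and its sign turned to 0.0035 without female WT replicate 4. Slc51b rose from 246 ± 33.0 to 308 ± 30.8 CPM, a log2 fold change of 0.32 (SE 0.096) like that in males. Adjusted over the list alone, 2 of the 6 tested genes passed in females, Slc51b and Bcl6 (edgeR adjusted p 0.0174 each). Over all genes tested none did under edgeR. Under DESeq2, Bcl6 alone of the 6 passed over all genes in females (adjusted p 0.0198), its only pass in 20 alternative fits. The difference of the genotype effects between the sexes was tested as an interaction. It was 1.80 (SE 1.10) for Fgf15 on the log2 scale (unadjusted edgeR p 0.126), 0.48 (SE 0.17) for Fabp6 (0.0126) and -0.01 (SE 0.14) for Slc51b (0.962). After adjustment over the list alone 0 of 6 passed, against 2 at an unadjusted p under 0.05.

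The 5 FXR targets were then averaged into a score per animal, the mean of log2 CPM. In males the score was 5.50 ± 0.394 in WT and 6.43 ± 0.153 in LKO (SD, n = 4 each), and all LKO animals lay above all WT animals. The difference of 0.93 gave an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 animals allow. In females the score was 6.41 ± 0.677 in WT and 6.88 ± 0.218 in LKO (SD, n = 4 each), a difference of 0.46 with an exact permutation p of 0.286. The male effect exceeded the female effect by 0.47, and a permutation test over all 4900 relabellings of genotype within the sexes gave p = 0.406. An effect was therefore resolved in males and not in females, while a difference between the sexes was not. The setting that moved the score most was leaving out Fgf15, which lowered the male difference to 0.37 with the same exact permutation p of 0.0286.

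**Figure D1:**
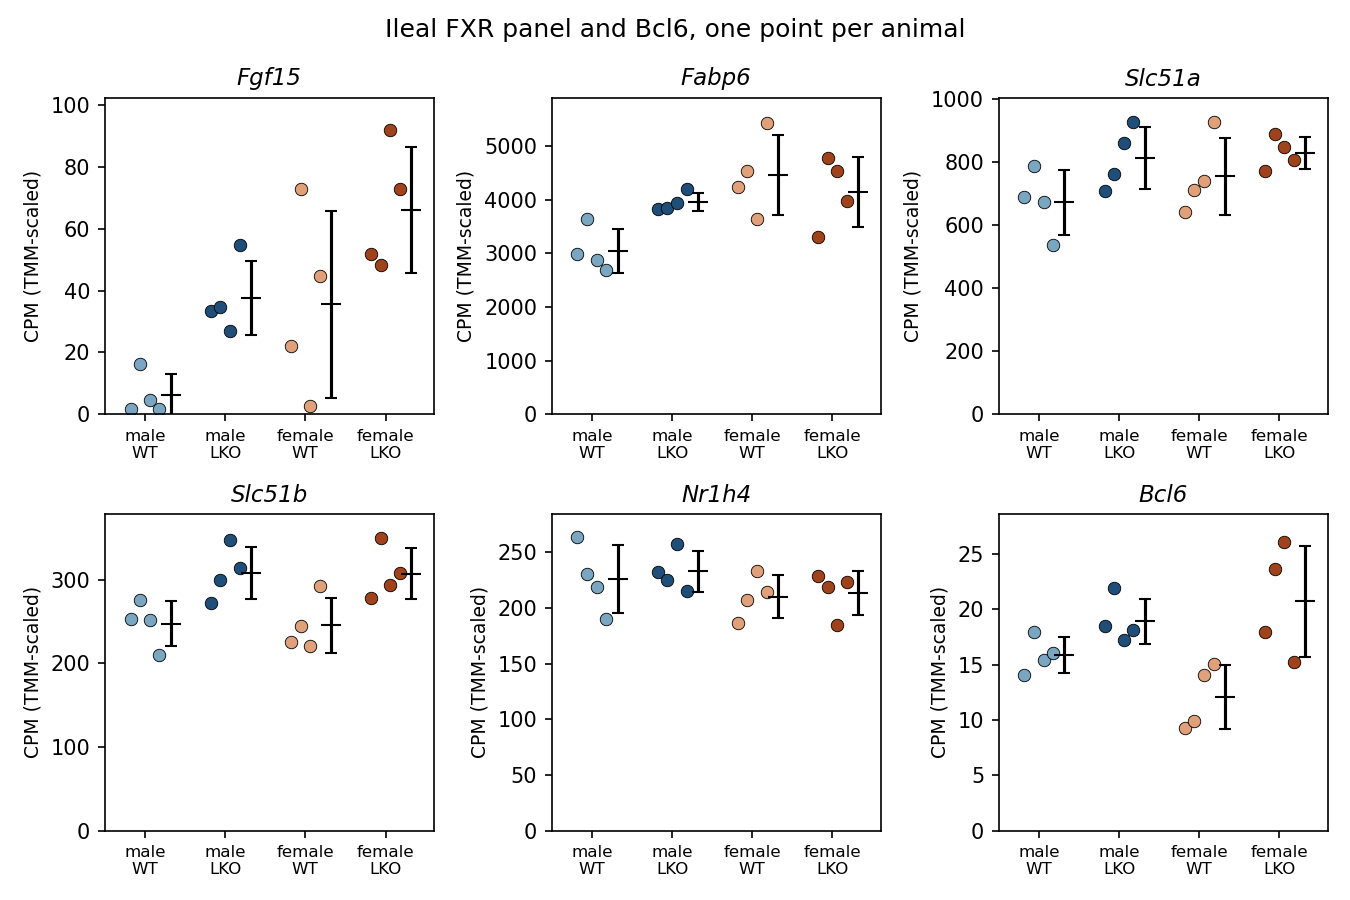
Each panel plots CPM scaled by trimmed mean of M-values (vertical axis, from 0) for 1 gene in the 4 groups, with 1 point per animal and a bar for the mean ± SD (n = 4). The male WT animals lie below the male LKO animals for Fgf15 (at most 16.3 against at least 27.05 CPM) and Fabp6, while the female WT animals spread from 2.69 to 72.9 CPM for Fgf15.

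Across the genome, 15169 genes were tested in males, and 8 had an edgeR adjusted p below 0.05, all of them higher in LKO. At an unadjusted p under 0.05 there were 802 genes, where chance alone gives about 758. Among the 8 called genes the largest change was in Bst1 (NM_009763, chromosome 5, 43818893 to 43843468), which rose from 4.45 ± 0.709 to 17.7 ± 2.92 CPM (SD, n = 4 each), a log2 fold change of 2.002 (SE 0.15, edgeR adjusted p 1.33e-05). Itln1 (NM_010584, chromosome 1, 171518124 to 171535294), which encodes an intelectin, rose from 1460 ± 80.3 to 2300 ± 155 CPM, a log2 fold change of 0.66 (SE 0.069, edgeR adjusted p 0.000609). Lpcat4 (chromosome 2, 112239841 to 112247111) and Cxcl9 (chromosome 5, 92321331 to 92328079) had log2 fold changes of 0.78 (SE 0.10) and 0.68 (SE 0.098), with an edgeR adjusted p of 0.0106 each. The pseudogene Tmem181c-ps (chromosome 17, 6610103 to 6620925) rose by 0.65 (SE 0.086, edgeR adjusted p 0.00864), and its count is uncertain because it has close copies. The choice of test moved the count most: DESeq2 called 63 genes (55 higher, 8 lower), which included the 8. Single libraries mattered as well, with 5 genes called without male WT replicate 1 and 29 without male WT replicate 4. The numbers in the sample titles were all lower in male WT than in male LKO animals. A step in that order at the boundary between the groups therefore cannot be separated from genotype in males, while a linear trend with the number can be fitted. With the number as a covariate 3 genes were called, 2 of them among the 8.

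In females, 15298 genes were tested and 6 had an edgeR adjusted p below 0.05, 3 higher and 3 lower in LKO. At an unadjusted p under 0.05 there were 1790 genes, against about 765 by chance. Phgdh (NM_016966, chromosome 3, 98313171 to 98339969), which encodes the first enzyme of serine synthesis, rose from 7.07 ± 0.961 to 13.9 ± 1.64 CPM (SD, n = 4 each), a log2 fold change of 0.98 (SE 0.13, edgeR adjusted p 0.0277). Acadl (chromosome 1, 66830839 to 66863309) rose by 0.37 (SE 0.055) on the log2 scale. Akr1c14 (NM_134072, chromosome 13, 4059591 to 4090422), an aldo-keto reductase, fell from 59.1 ± 8.71 to 32.7 ± 2.60 CPM, a log2 fold change of -0.85 (SE 0.10, edgeR adjusted p 0.0277). Aldh1a1 (chromosome 19, 20492583 to 20643463) had a log2 fold change of -0.53 (SE 0.078). The microRNA gene Mir5114 (chromosome 19, 44303171 to 44303231) had one of -1.83 (SE 0.26), but it lies inside Scd2 (44293676 to 44306862) and its count followed that of Scd2 over the 16 libraries (Pearson r 0.964, Spearman rho 0.95, each with the smallest p of 1e-05 that the permutation test allowed, and r 0.949 without the 2 libraries farthest from the median of Scd2). DESeq2 called 154 genes in females (53 higher, 101 lower), which included the 6. Without female LKO replicate 1, the deepest library, 0 genes were called (1637 at an unadjusted p under 0.05), as without female LKO replicate 3 (1463) or 4 (2354), and with the deepest library thinned to the median depth 9 were.

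The genes called in the 2 sexes did not overlap. Of the 8 genes called in males 6 had the same sign in females, and of the 6 called in females all 6 had the same sign in males. Across 15070 genes the male and female log2 fold changes correlated with a Spearman rho of 0.12. This is a correlation across genes, which are not independent replicates, so it was set against 100 draws of genotype labels permuted within each sex. Those draws ranged from -0.24 to 0.31, and 16 were at least as high (two-sided permutation p 0.337). Of 15598 genes tested for a genotype by sex interaction, 0 had an edgeR adjusted p below 0.05, and the smallest was 0.845. At an unadjusted p under 0.05 there were 879, against about 780 by chance.

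With sex as a covariate the 16 libraries gave a genotype effect averaged over both sexes. Of 15598 genes, 42 had an edgeR adjusted p below 0.05, 19 higher and 23 lower in LKO. All 42 had the same sign in each sex. Choosing genes by an effect averaged over the sexes of the same libraries favours this, so it is not independent evidence of agreement. The 42 genes shared 2 with the 8 called in males and 5 with the 6 called in females. The smallest p belonged to Akr1c14, with a log2 fold change of -0.79 (SE 0.086, edgeR adjusted p 0.00046). Esrrg (NM_011935, chromosome 1, 187997827 to 188214884), the estrogen-related receptor gamma, fell from 6.66 ± 1.35 to 3.16 ± 0.534 CPM in males and from 6.24 ± 1.00 to 2.86 ± 0.640 CPM in females (SD, n = 4 per group), a log2 fold change of -1.11 (SE 0.13, edgeR adjusted p 0.000473). Acadl and Slc25a22 (chromosome 7, 141429749 to 141437874) rose by 0.44 (SE 0.058) and 0.38 (SE 0.057) on the log2 scale. The title numbers fell into 5 sets of neighbouring numbers, and this count depended on them. With the number as a linear covariate 2 genes were called, 1 of them among the 42, and with the set as a factor 0 were (1118 at an unadjusted p under 0.05). No set held 2 animals of each genotype of 1 sex, so that fit compared the genotypes within sets with few animals. DESeq2 called 223 genes. The count fell to 5 without male WT replicate 1 and rose to 102 without male WT replicate 4.

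**Figure D2:**
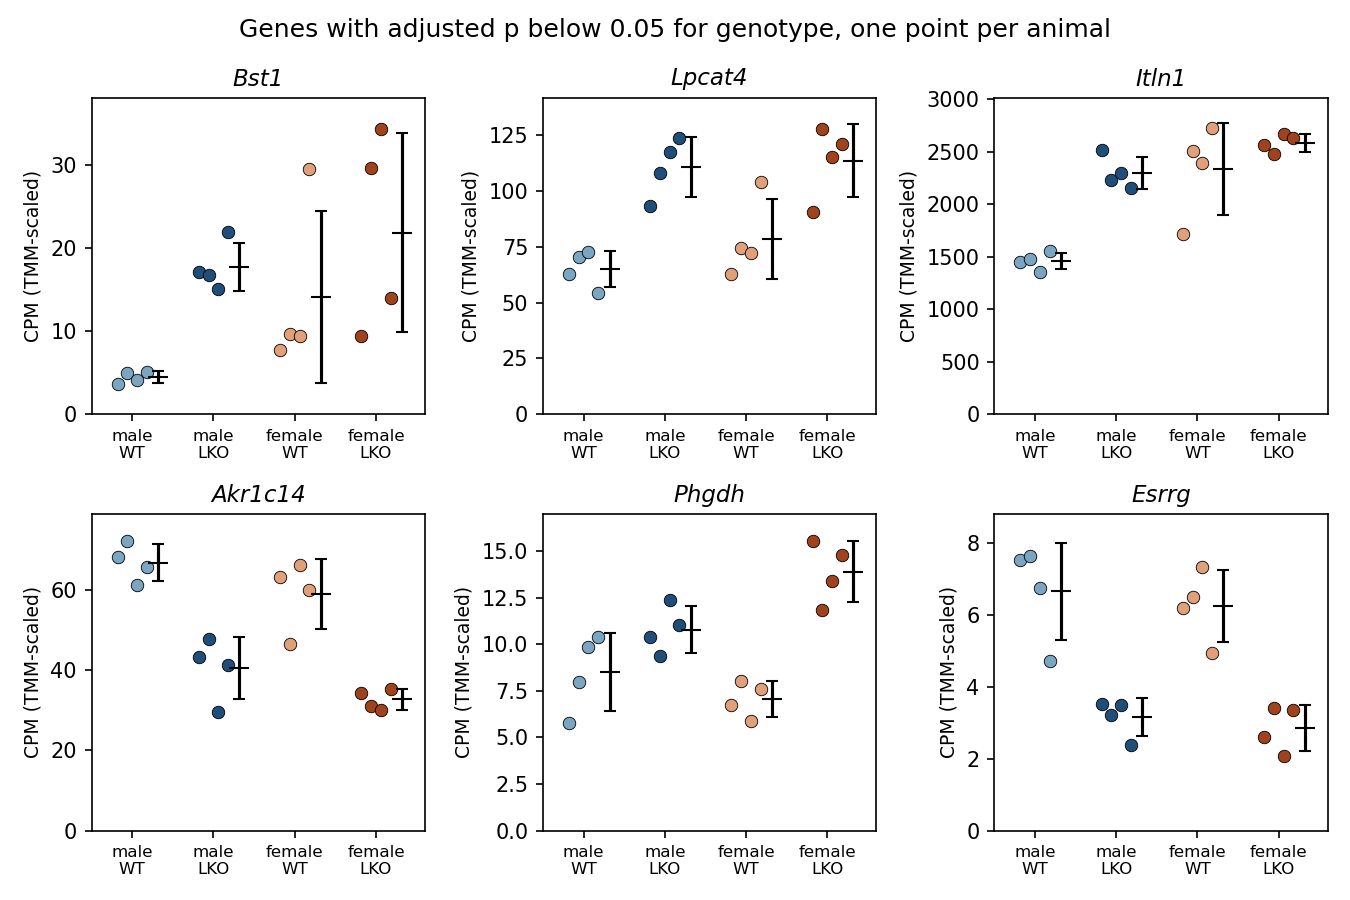
Each panel plots CPM scaled by trimmed mean of M-values (vertical axis, from 0) for 1 gene in the 4 groups, with 1 point per animal and a bar for the mean ± SD (n = 4). The 8 LKO animals lie below the WT animals of their sex for Akr1c14 and Esrrg, whereas Bst1 separates the genotypes in males and overlaps in females.

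**Figure D3:**
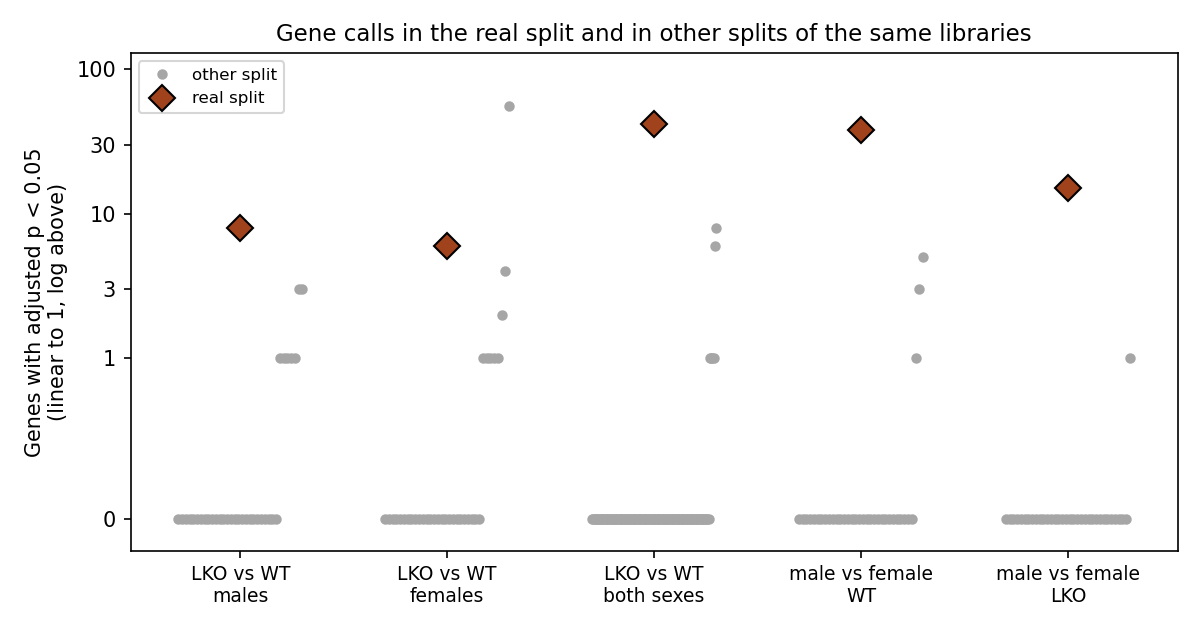
The vertical axis gives genes with an edgeR adjusted p below 0.05 (linear up to 1, logarithmic above) for 5 comparisons. A diamond marks the real grouping and a grey point each other split examined. For both sexes these were random relabellings within the sexes, 100 with the real one, and not every possible split. The real grouping gave more calls than any other split examined in males (8), both sexes (42) and for the sex difference in WT (38) and LKO (15), while 1 other split of the females gave 56 calls against 6.

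Males and females were compared within each genotype to size the sex difference and check the labels. In WT, 38 of 15229 genes had an edgeR adjusted p below 0.05, 15 higher and 23 lower in males, and 2122 had an unadjusted p under 0.05. In LKO there were 15 of 15250, 9 higher and 6 lower in males, and 3451 with an unadjusted p under 0.05. The 2 comparisons shared 7 genes. The Y-linked genes Eif2s3y (1010595 to 1028594), Kdm5d (897788 to 943811), Ddx3y and Uty (1097144 to 1245759) had 0 counts in all 8 females. In male WT animals they stood at 44.8 ± 2.57, 35.5 ± 4.48, 28.6 ± 4.22 and 16.4 ± 2.56 CPM (SD, n = 4). In WT, males exceeded females for Gm14137 (chromosome 2, 119174509 to 119177575), with a log2 difference of 0.88 (SE 0.15). They fell below females for Ces1c (chromosome 8, 93099016 to 93131283), Fut1 (chromosome 7, 45617606 to 45621059) and the defensin genes Defa4 (chromosome 8, 21065066 to 21065232) and Defa35 (21065038 to 21066001), with log2 differences between -1.08 and -0.85. The annotated interval of Defa4 lies within that of Defa35 and the family holds near-identical copies, so these 2 counts are uncertain. In LKO, males exceeded females for Hsd17b7 (chromosome 1, 169949537 to 169969205) and Ptk6 (chromosome 2, 181195124 to 181202789) by 0.61 (SE 0.095) and 0.58 (SE 0.090). They fell below females for Defb1 (chromosome 8, 21776555 to 21795185; -2.55, SE 0.29), the X-linked genes Eif2s3x (94188709 to 94212651; -0.69, SE 0.11) and Kdm6a (18162575 to 18279936; -0.65, SE 0.074), and Slc25a4 (chromosome 8, 46207168 to 46211062; -0.59, SE 0.093). Defb1 and the 2 X-linked genes were covered by an edgeR adjusted p of 0.00231, 0.0461 and 0.00231. With the B-cell follicle score as a covariate, 2007 genes in WT and 1784 in LKO had an unadjusted edgeR p under 0.05. The larger LKO number may therefore partly follow lymphoid tissue in the piece. All LKO females scored above all LKO males (difference -1.685, exact permutation p 0.0286), so that fit cannot separate such tissue from sex. DESeq2 called 257 genes in WT and 1058 in LKO. With scaling by relative log expression the WT count was 27 (15 higher, 12 lower), and with upper-quartile scaling the LKO count was 78 (14 higher, 64 lower). Leaving out 1 animal gave between 9 (without female WT replicate 2) and 64 genes (without female WT replicate 4) in WT, and between 7 (without female LKO replicate 1) and 665 (without female LKO replicate 4) in LKO.

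Finally, 14 gene lists written before the data were examined were tested within each sex against all other genes with camera, at a preset correlation of 0.01 between genes and with Benjamini-Hochberg adjustment over the lists. In males 6 lists passed. The markers of Paneth cells, the antimicrobial secretory cells of the crypt base, were higher in LKO (19 of 20 tested genes, median log2 fold change 0.47, adjusted p 5e-46). So were the lists for the epithelial immune response (median 0.15, adjusted p 7.56e-06), TNF signalling (0.07, 4.31e-05) and fat digestion and absorption (0.02, 0.00749). The lists of B-cell follicle markers (median -0.50, adjusted p 0.0041) and smooth muscle markers (-0.09, 0.0224) were lower. Under fry, a rotation test, and under camera with the correlation estimated from the data, 1 of the 6 held, the Paneth cell list (adjusted p 0.00111 and 0.00121). The other male lists did not pass: PPAR signalling (adjusted p 0.897), glycine, serine and one-carbon metabolism (0.888), pancreatic acinar (0.0955), proximal small intestine (0.899), distal ileum (0.888) and colon markers (0.585), and the clock genes peaking in the light phase (0.585) and late at night (0.899). Without male WT replicate 2 the B-cell follicle list changed sign (adjusted p 0.416).

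In females 5 lists passed, all higher in LKO: B-cell follicle markers (median 1.49, adjusted p 7.69e-07), TNF signalling (0.10, 0.00038), fat digestion and absorption (0.15, 0.0127), Paneth cell markers (0.14, 0.0127) and PPAR signalling (0.21, 0.0254). Without female LKO replicate 3 the median of the B-cell follicle list was 0.75 (adjusted p 0.00127). None of the 5 held under fry or an estimated correlation. In the score per animal, TNF signalling was 0.18 higher in LKO females, and glycine, serine and one-carbon metabolism 0.07 higher (exact permutation p 0.0286 each, the smallest possible). In the latter list 13 of 28 tested genes were higher, with a median log2 fold change of -0.01. The scores of B-cell follicle markers, PPAR signalling and fat digestion and absorption did not pass in females (exact permutation p 0.171, 0.171 and 0.229). The adjusted p was 0.205 for glycine, serine and one-carbon metabolism, 0.88 for pancreatic acinar markers, 0.0693 for both the proximal small intestine and the colon markers, 0.174 for the distal ileum, 0.952 for smooth muscle and for the light-phase clock genes, 0.513 for the epithelial immune response and 0.141 for the late-night clock genes. The score of the Paneth cell list, the mean of log2 CPM, was 0.43 higher in LKO than WT males (exact permutation p 0.0286, the smallest possible). It was 0.14 higher in females (exact permutation p 0.371), and the difference between the sexes had a permutation p of 0.192. Male WT was the lowest of the 4 groups, and against female WT it was lower by 0.62, as male LKO was against female LKO by 0.33 (exact permutation p 0.0286 each). The scores of smooth muscle and pancreatic acinar markers were also lower in males in both genotypes (exact permutation p 0.0286 each). Most of the acinar genes had a median below 1 CPM. Across the 14 list scores and the FXR target score, none of the 15 differences between the sexes passed an unadjusted permutation p of 0.05. With camera 2 of the 14 lists passed for the interaction, the B-cell follicle markers (adjusted p 1.03e-11) and the Paneth cell markers (1.05e-09), and 0 passed under fry or with an estimated correlation.

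**Figure D4:**
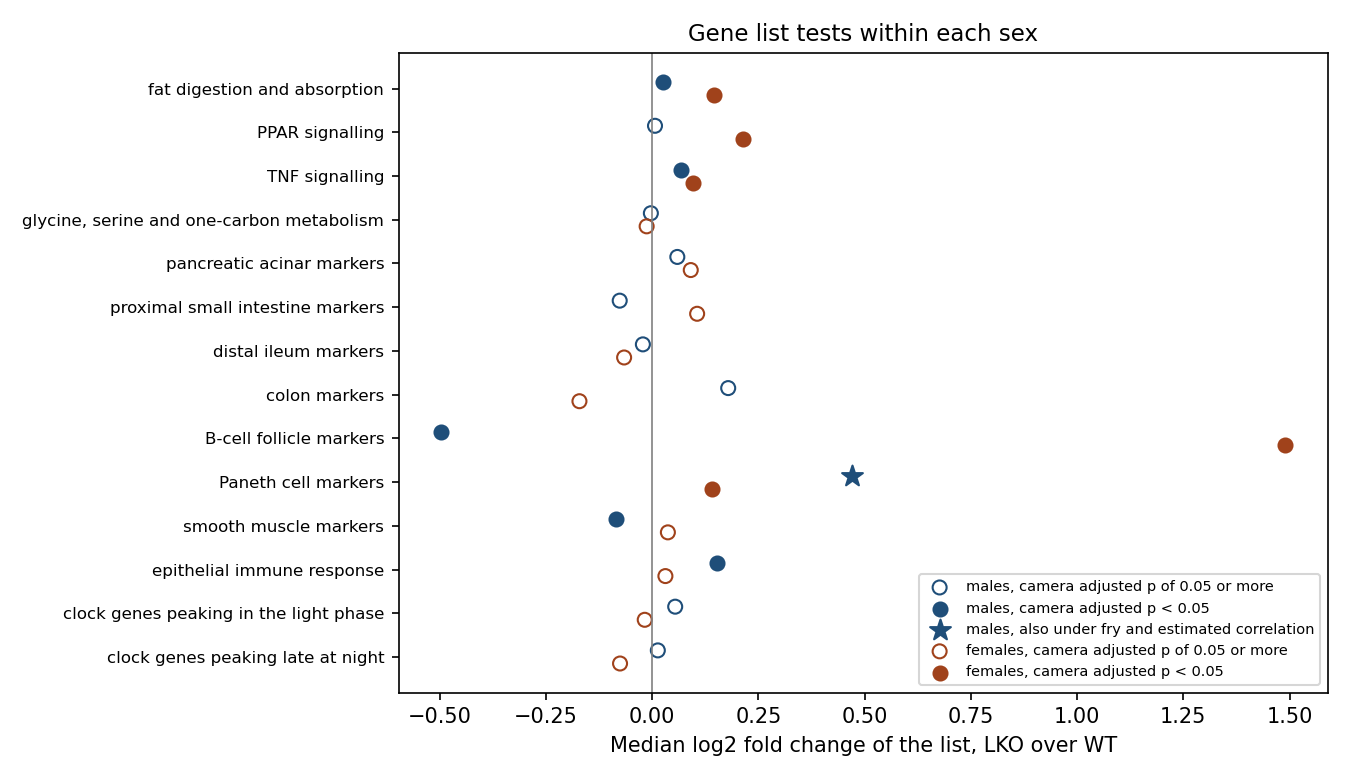
The horizontal axis gives the median log2 fold change (LKO over WT) of each of the 14 gene lists, in blue for males and brown for females. Filled symbols mark a camera adjusted p below 0.05 and the star marks the list that also passed under fry and an estimated correlation, the Paneth cell markers in males (median 0.47).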

Values the study reported

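In ilea of male LKO mice, the study reported Fgf15 transcripts elevated 5-fold and Ostb and Ibabp transcripts elevated by roughly 1.5-fold relative to controls. It described the rise of Shp, which was too low to test here, as a trend. In female ilea it reported no increase of FXR target genes, Fgf15 among them. These results came from quantitative PCR, scaled to a housekeeping gene, in larger groups than those sequenced. They are therefore not the same measure as the fold changes given above.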

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

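All tests of explanations in this part were chosen only after the results were seen. Each library was compared with the other 3 of its group by the gap to its nearest neighbour divided by the range of the group. Over 52 measures and 198 groups, 9 gaps were beyond the 95% limit, where chance gives about 9.9, so the list as a whole is no larger than chance would give.

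The gene counts of female LKO replicate 1 (60.3 M against 16.3 to 18.6 M in the other 3, ratio 0.947) set it apart by depth. Its share of tags assigned to genes was within the range of the other libraries, and deeper sequencing by itself accounts for the larger count. The weight this library carries is a separate matter: thinned to the median depth, the females gave 9 calls in place of 6, and without it they gave 0, as they did without female LKO replicate 3 or 4, so the loss is not particular to the deep library.

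In the B-cell follicle score, male WT replicate 2 (2.87 against 0.634 to 0.791, ratio 0.93) and female WT replicate 3 (2.37 against 0.882 to 1.10, ratio 0.855) stood out, and female LKO replicates 2 and 3 had 3.6 and 4.41. These 4 libraries came from 3 groups, and the other 12 scored between 0.634 and 1.18. Of the 28 list genes in the table, 22 were higher in each of the 4 than in any of the 12, against 1.07% of all genes with a mean of at least 0.2 CPM. When the 4 libraries were picked with 14 of the genes alone, the same 4 came out, and 11 of the other 14 genes were higher in each of them. Cd79a ranged from 16.1 to 78.9 CPM in the 4 and from 6.76 to 12.4 CPM in the 12. The abundant Cd74, also expressed by epithelium, did not separate them (2495 to 3376 against 1258 to 3466 CPM). A candidate explanation is a lymphoid follicle included in the piece of ileum. Of 9 genes of T cells, 1 was higher in each of the 4. Those genes had medians between 0.326 and 26.3 CPM in the other 12 libraries, a baseline that would hide a small share, so this result, first read as evidence against T cells of a follicle, was reset to undecided after it was seen. A biological difference between the animals stays open and was not tested.

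The remaining gaps concerned single libraries. Female WT replicate 4 was high for Nr0b2 (0.713 against 0.0548 to 0.165 CPM, ratio 0.832) and Bst1 (29.5 against 7.75 to 9.63 CPM, ratio 0.913). Nr0b2 is near the counting limit, with 13 counts in that library. Male LKO replicate 2 was low for Cxcl9 (24.6 against 29.4 to 30.3 CPM, ratio 0.84), and male WT replicate 4 was high for Tmem181c-ps (21.45 against 17.98 to 18.49 CPM, ratio 0.854), a pseudogene with close copies. Female WT replicate 3 was high for Ptk6 (49.1 against 39.7 to 40.1 CPM, ratio 0.961). Male WT replicate 4 was low in the score of distal ileum markers (6.91 against 7.22 to 7.26, ratio 0.885). No technical or biological explanation of these 6 was tested beyond leaving the library out, and without male WT replicate 4 the genotype calls in males rose from 8 to 29.

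For 5 genes the genotype effect differed between males and females at an unadjusted edgeR p under 0.05, out of 34 differences tested on panel genes, named genes and scores (19 genes and 15 scores), where chance gives about 1.7. On the log2 scale the male effect minus the female effect was -0.52 for Bcl6 (p 0.0454), 0.48 for Fabp6 (0.0126), 0.51 for Itln1 (0.00172), -0.64 for Phgdh (0.00901) and 1.059 for Mir5114 (0.0265). The adjusted p over all genes was 0.845 for each, and several of these genes were named for an effect in 1 sex, which favours such differences. For Bcl6, lymphoid tissue is a candidate source, since B cells of follicles express it and female LKO replicates 2 and 3 had the highest follicle scores. With that score as a covariate the female log2 fold change fell from 0.77 to 0.51 and kept an unadjusted edgeR p of 0.00764, which argues against lymphoid tissue as the whole cause of the female effect. With the same covariate the difference between the sexes moved from -0.52 to -0.2211 (unadjusted edgeR p 0.269), so lymphoid tissue stays open as its cause, and 4 animals per group are too few to decide. For Mir5114, the count followed Scd2, the gene that contains it (Pearson r 0.9645, Spearman rho 0.95, permutation p 1e-05 each, the smallest possible), and Scd2 had a log2 fold change of -1.20 in females (unadjusted edgeR p 4.77e-05). Reads of Scd2 therefore fit as a contributor. Mir5114 fell further than Scd2 (-1.83), and whether Scd2 accounts for the difference between the sexes was not tested. For Fabp6, Itln1 and Phgdh no technical explanation was tested, and sex is the biological difference that the design offers.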

How the results depend on the processing

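The newer quasi-likelihood method, the thinning of female LKO replicate 1, the B-cell follicle score as covariate and the sets of title numbers were chosen after seeing the data. All other alternatives were fixed before the data were examined, and all of them ran.

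The count of genes called moved under many settings. In males (8 calls, all higher) DESeq2 gave 63 (55 higher, 8 lower), no filter 25 (21 and 4), an added absolute log2 fold change of at least 1 gave 1, the title number as a covariate 3 and the fit on all 16 libraries 4. In females (6 calls) the same settings gave 154 with DESeq2 (53 and 101), 15 without a filter (6 and 9), 1 with the fold-change limit and 12 with all 16 libraries (5 and 7), and the newer quasi-likelihood method gave 10 (5 and 5). The title number as a covariate gave 6 in females and the B-cell follicle score 4, and each kept only 2 of the main 6 genes. For both sexes (42 calls) DESeq2 gave 223 (84 and 139), the fold-change limit 3, the title number 2 and the sets of title numbers 0. In that last fit 1118 genes had an unadjusted p under 0.05 and 4 coefficients were spent on the sets, so fewer degrees of freedom are part of the loss. For the sex difference in WT (38 calls) DESeq2 gave 257, no filter 71, at least 10 counts in every sample 14, the non-robust fit 12, the fold-change limit 8 and the B-cell score 17. In LKO (15 calls) they gave 1058, 139, 1, 8, 6 and 9, upper-quartile scaling gave 78 (14 higher, 64 lower) and the fit on all 16 libraries 403. The filter of at least 10 counts removes the Y-linked genes and Xist by construction, and the fold-change limit and the dropped filter change which genes can be called. Causes of the larger DESeq2 counts are weighed under other observations, and for the remaining settings the cause was not tested. RLE scaling and, except for LKO, upper-quartile scaling stayed within 1.5 times of each count. The interaction stayed at 0 calls under all settings except the fit without female WT replicate 1, which gave 1.

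Leaving out 1 animal at a time gave 5 (without male WT replicate 1) to 29 genes (without male WT replicate 4) in males. It gave 0 (without female LKO replicate 1, 3 or 4, with 1637, 1463 and 2354 at an unadjusted p under 0.05) to 4 (without female WT replicate 2) in females, 0 to 1 for the interaction, and 5 (without male WT replicate 1) to 102 (without male WT replicate 4) for both sexes. The sex difference gave 9 (without female WT replicate 2) to 64 (without female WT replicate 4) in WT and 7 (without female LKO replicate 1) to 665 (without female LKO replicate 4) in LKO. Fewer animals lower the power, and the cause of the counts that rose was not tested.

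Adjusted over the list alone, the panel had 7 calls over the sexes and 4 (without male WT replicate 3) to 8 (without female WT replicate 4) with 1 animal left out. The male FXR target score difference of 0.93 ranged from 0.37 (without Fgf15) to 1.27 (per-gene z-scores) and kept its exact permutation p of 0.0286 under z-scores, RLE scaling, the smaller prior count and without Fgf15 or Nr0b2. With 1 male left out it lay between 0.81 (without male WT replicate 4) and 1.11 (without male WT replicate 2), with exact permutation p between 0.0286 and 0.0571, and 4 of the 8 fits no longer passed 0.05. The highest male WT score (6.04) lay below the lowest male LKO score (6.29), so leaving 1 male out keeps the groups apart. With 3 against 4 animals the p moves in coarse steps from 0.0286 to 0.0571, so the lost threshold does not show a weaker effect. With 1 animal left out the female difference lay between 0.18 and 0.70 and the difference between the sexes between 0.23 and 0.74, none past 0.05. The correlation between the male and female effects lay between 0.04 (Pearson) and 0.20 (mean CPM of at least 10), and between 0.05 and 0.22 with 1 animal left out.

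Of 6 lists in males, 1 passed with an estimated correlation and 1 under fry, and of 5 in females 0 passed under either. With 1 animal left out, 4 to 7 lists passed in males and 3 (without female LKO replicate 3) to 7 in females. Among single lists, 281 of 364 refits kept direction and side of the threshold, 30 were weaker, 19 stronger and 34 reversed. With at least 10 counts in every sample the direction reversed for glycine, serine and one-carbon metabolism in males (adjusted p 0.8856) and the light-phase clock genes in females (0.8994). With 1 animal left out, at least 1 refit reversed for 12 list results, whose adjusted p ranged as follows. In males these were the distal ileum (0.0335 to 0.974), proximal small intestine (0.626 to 0.876), colon (0.223 to 0.876), smooth muscle (0.000301 to 0.765) and B-cell follicle markers (2.27e-05 to 0.416), glycine, serine and one-carbon metabolism (0.382 to 0.974), PPAR signalling (0.201 to 0.995) and the clock genes of the late night (0.247 to 0.974) and the light phase (0.118 to 0.974). In females they were the smooth muscle markers (0.0261 to 0.999), the light-phase clock genes (0.517 to 0.909) and the epithelial immune response (0.00855 to 0.817).

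Over the 48 results of single genes that the naming rule gave, 776 of 948 refits kept direction and side of the threshold, 163 were weaker, 4 stronger and 5 reversed. The reversals were Nr1h4 in both sexes (log2 fold changes from -0.0295 to 0.133 in males and from -0.0285 to 0.0893 in females with 1 animal left out) and Fabp6 in females (-0.187 to 0.00352), each with a main value smaller than its standard error. Bst1 in males had an adjusted p below 0.05 in 18 of 19 refits, the exception being the fit on all 16 libraries (0.464), where the spread among females enters, and the smallest value, under DESeq2, was 1.61e-30. Itln1 passed in all 19 (adjusted p from 1.03e-17 under DESeq2 to 0.0377). For both sexes, Akr1c14 passed in 27 of 28, the exception being the sets of title numbers (adjusted p 0.0957). Genes named from the females passed less often. Of 20 refits, Phgdh passed in 14, Akr1c14 in 12, Mir5114 in 10, Aldh1a1 in 9 and Acadl in 7. For the sex difference in WT, Defa35 passed in 5 of 18.

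The replicate numbers do not pair the animals. Over 24 pairs of same-numbered samples, the deviations from the group means had correlations between -0.10 and 0.26, and 6 were over 0.1 (2 of the 8 genotype pairs within a sex), so a call lost under the block says nothing of a weaker effect. The fit with the replicate block called 16 genes in males (13 and 3), 15 in females (7 and 8), 16 for both sexes (7 and 9), 42 in WT, 22 in LKO and 0 for the interaction. It gave 5 panel calls, 6 lists in males and 7 in females, and for the score an exact permutation p of 0.125 in males, the smallest that 4 pairs allow, and permutation p of 0.375 in females and 0.625 for the difference. It reversed PPAR signalling and the distal ileum markers in males (adjusted p 0.8107 each) and the light-phase clock genes in females (0.8641). Depth limits the low end: Nr0b2, with at most 13 counts in a library, was testable in no comparison.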

Other observations

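Tests on the cholesterol synthesis, fatty acid oxidation and ATF4 lists, of the title numbers and of defensin copies were chosen only after the results were seen. The counts over other splits, the comparison of the 2 tools and the remaining tests were set out before.

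The groupings were set against other splits of the same libraries. In males 1 of the 35 splits of the 8 libraries, the real one, gave as many as 8 genes. In females 2 of the 35 splits gave as many as 6, the other being female WT replicate 2 with female LKO replicates 1, 2 and 3 against the rest, which gave 56. The cause of that larger count was not tested. So the female count is not set apart from what other splits give. For both sexes 1 of 100 relabellings within the sexes, the real one included, gave as many as 42. For the sex difference 1 of the 35 splits gave as many genes in WT and 1 of 35 in LKO. For the interaction all 100 relabellings gave at least the 0 calls seen. Adjusted over the list alone, 1 of the 35 splits of the males gave as many as 5 panel genes, and 3 of the 35 of the females gave as many as 2. As many as 6 camera lists came out in 10 of the 35 splits of the males, and as many as 5 in 22 of the 35 of the females, so the number of lists past the threshold carries no information on genotype. The correlation between the sexes was as high in 17 of 101 relabellings, the real one included.

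DESeq2 called 63 genes in males and 154 in females, against 8 and 6 with edgeR. As many came out in 2 of the 35 splits of the males (the other, male WT replicates 2 and 3 with male LKO replicates 2 and 4, gave 67) and in 3 of the 35 of the females (the others gave 347 with the split just named and 174 with female WT replicates 3 and 4 and female LKO replicates 2 and 3 together, a group that holds the 3 highest follicle scores of the females). Without independent filtering it still called 54 and 114, which argues against that filter as the cause. Of the genes called by DESeq2 alone, 100% in males and 99.3% in females had an unadjusted edgeR p below 0.05 (55 of 55 and 147 of 148, the other gene not being tested by edgeR). These genes were picked for a small p on the same counts, and single libraries were not examined. Single extreme counts therefore stay open as a cause. On simulated counts 11.5% and 15.1% of its calls were false, above the nominal 5% as predicted. This test was at first read as a sufficient account and was reset to undecided after it was seen, because on the same simulated counts DESeq2 made 224.5 calls on average in males and 233.7 in females against 211.5 and 210.7 with edgeR, a far smaller gap than in the data. What keeps false calls open is that the simulated counts hold 200 changed genes, while the data may hold other effects.

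The Paneth cell markers were higher in LKO males (19 of 20 genes). Members other than defensins had a median log2 fold change of 0.45 (fry p 7.74e-05), which argues against reads shared between defensin copies as the whole cause. With the distal minus proximal score as a covariate the fry adjusted p was 0.00624 (median 0.48), which argues against position along the intestine. After removal of length and GC trends, with values for all 20 tested members, the score difference was 0.48, against 0.46 before. With the title number as a covariate the fry adjusted p was 0.00255 (median 0.61), against a linear trend with that number. A step between cohorts stays open, because all WT numbers were below all LKO numbers in males. The hypothesis of a change in Paneth cell number or activity therefore stays unproven. The score was lower in males than in females in both genotypes, as were those of smooth muscle and pancreatic acinar markers. This sex difference is therefore not particular to the Paneth cell list.

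For Fgf15 in males, the piece of ileum taken was a candidate explanation. With the distal minus proximal score as a covariate the log2 fold change was 3.02 (unadjusted edgeR p 0.0133), against position as the whole cause. Feeding and time of day at collection, which move Fgf15, were not tested for this gene.

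Among genes called in both sexes, cholesterol synthesis genes (lower) and mitochondrial fatty acid oxidation genes (higher) were noticed, and in females targets of ATF4, a transcription factor of amino acid stress (higher). Lists of 20, 20 and 26 genes were written after that, all of them expressed in these libraries. Over both sexes 0 of 20 cholesterol genes and 15 of 20 oxidation genes were higher, and in females 22 of 26 ATF4 targets were. These counts are circular, so the members called by edgeR or DESeq2 (10, 7 and 12) were left out and the rest tested. Of the 10 remaining cholesterol genes 0 were higher, the score difference was -0.12, and the permutation p within the sexes was 0.0184. In females 0 of the 10 were higher (fry p 0.0121, exact permutation p of the score 0.0571) and in males 2 of the 10 (0.275 and 0.371), so neither sex by itself passed 0.05 in both tests. This does not remove chance, because the list was picked from many possible ones after a look at the data. The fry p for the 10 genes was 0.0191 with the position score as a covariate, 0.0258 with the follicle score and 0.0231 with the difference of the 2 clock scores, and the score difference was -0.13 after removal of length and GC trends (permutation p 0.0204), which argues against these as the whole cause. It was 0.111 with the title number and 0.152 with the sets of title numbers, at similar medians (-0.11 and -0.12), so an effect of the cohort and one of genotype cannot be told apart with these numbers of animals. A lower sterol synthesis in the LKO ileum is a hypothesis only, and it was not resolved in males.

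The 13 remaining oxidation genes gave a permutation p of 0.062 (score difference 0.07, 8 of 13 higher), against 0.000408 for all 20. Leaving out the called members weakens the remainder by construction, and the whole list was written after some of its genes had been seen, so neither value decides on chance. The first was at first read as a fit to chance and was reset to undecided after it was seen. Covariates decided nothing further: the fry p was 0.162 with position, 0.14 with the follicle score, 0.222 with the clock scores, 0.422 with the title number and 0.0838 with its sets, and the score difference was 0.0564 after removal of length and GC trends (permutation p 0.131). The 14 remaining ATF4 targets gave an exact permutation p of 0.0286 in females (score difference 0.10, 10 of 14 higher), the smallest possible, and the list was again chosen after a look at the data. In males the exact permutation p was 0.657, and the difference between the sexes for the whole list had a permutation p of 0.208.

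A segment of a chromosome carried along with the transgene would crowd changed genes on 1 chromosome. Among 20 chromosomes, the smallest adjusted one-sided p of Fisher's exact test for genes with an unadjusted p below 0.001 (139 of 15598) was 0.755. A short segment with few genes could pass unseen in this test, so it stays open.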
